A study of Danio rerio with 14 samples. Its data were reported in "Dynamic Nucleosome Organization at hox Promoters during Zebrafish Embryogenesis" (2013).

How the data were processed

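Gene expression was measured on Affymetrix Zebrafish GeneChip arrays in 14 samples that fall into 7 groups of 2. The labels give untreated embryos and embryos treated with retinoic acid (RA) of 4, 6 and 9 hpf (hours post fertilization), and the zebrafish fibroblastic cell line ZF4. The methods of the study name untreated embryos on these arrays at 9 hpf alone, and the labels were followed. Total RNA came from whole embryos or from the cells. The labels do not say whether the 2 replicates of a group came from separate clutches or cultures, so a p-value here measures only the spread between these samples.

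The values used are the deposited log2 expression values per probe set, made by the authors. The authors corrected background by the mas5 method and normalized the arrays by the invariantset method in the expresso function of the R package affy, for which the labels give version 2.15.2. The method that summarises the probes of a probe set and the correction with mismatch probes are not stated. The scale was checked on the values, since no header names a log base: they ran from -5.303 to 13.9, the array medians from 6.109 to 6.305, and the cre spike-in controls stood 4.166 to 5.644 above the bioB controls. The present calls of the study were not used here. No values were pooled, and no renormalization was applied outside the alternatives named below.

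Each array holds 15617 probe sets. The 115 control probe sets were left out and 15502 were tested. Gene symbols came from the table of probe genes supplied with the series and the reference gene tables: 10795 probe sets carry a single gene, 135 carry several, 4572 carry none, and the named probe sets stand for 8793 genes. Where a gene has more than 1 probe set, it was represented by the probe set with the highest mean over the arrays of the model. No genome coordinates were used.

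Groups were compared with limma 3.58.1 in R 4.3.3. A model of group means was fitted to the 12 embryo arrays, or to all 14 arrays for the comparison with ZF4, followed by empirical Bayes moderation with an intensity trend. Tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method over the 15502 probe sets, and an adjusted p under 0.05 is the threshold throughout. Differences between the RA effects at successive stages were tested as contrasts in the same model. Changes are given on the log2 scale with the standard error of the model (SE).

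The 23 gene lists were written before the data were examined: hox genes, the hox genes that the study lists as expressed at 9 hpf, as induced by RA at 6 hpf and as not induced, retinoic acid metabolism and receptors, TALE, cdx and hindbrain patterning factors, anterior neural and eye field, mesoderm and tailbud, endoderm, organizer and Nodal, ventral, BMP and epidermal ectoderm, enveloping layer and epithelial keratins, yolk syncytial layer and apolipoproteins, germ cells and germ plasm, maternal and oocyte transcripts, early zygotic and pluripotency, neural differentiation, blood and endothelial, Fgf and Wnt target genes, cell cycle, stress, p53 and immediate early, fibroblast and extracellular matrix, and ribosomal proteins. For each list the members that passed the threshold were counted, over all probe sets and adjusted over the list alone. Each list was also compared with all other genes by camera in limma, with a preset correlation between genes of 0.01 and again with the correlation estimated from the data, adjusted over the lists. The study chose its hox lists in part on these samples.

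The genes named in the text were chosen by a rule written before the data were examined: the 10 highest and 10 lowest changes in each comparison among probe sets with a single gene that passed the threshold and whose groups did not overlap, the hox genes that passed it, the retinoic acid genes that passed it in comparisons of RA with untreated embryos, and up to 4 members of each list with the largest changes among those that passed. Genes with code names alone were passed over for the next named gene. For other members of the study's hox groups values are given without a direction being claimed.

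Array signal over background sets the precision. The background level was taken, after seeing the data, as the 95th percentile of the 17 tag control probe sets, which match no zebrafish gene, over all arrays (5.302, from 238 values with a median of 3.057). Where every array of a group lay at or below that level, the values of that group were raised to it and the change is given as a lower bound ("at least"); where both groups lay at or below it, no fold is given. Where 1 of 2 arrays of a group lay above it, the change is that of the model, the text says so, and its size is uncertain. A lower bound uses the mean of the brighter group and makes no allowance for the spread between the arrays of that group. The median absolute difference between replicates was 0.122 to 0.276 for probe sets with a mean above 7 and 0.807 to 0.935 for those at or below 5. The median of the tag controls differed between arrays, from 1.83 on an untreated 6 hpf array to 3.91 on an untreated 9 hpf array. List counts and set tests use values under background as they are, so they may hold such a shift. With 2 arrays in each group the number of arrays limits the precision.

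The test was tested on simulated data made from the stage means and the spread of each probe set in the model, with 50 probe sets changed at each size. In the simulation of RA against untreated at 9 hpf, 92% of probe sets with a mean above 7 that were changed by 2 on the log2 scale were recovered, and 34% of those changed by 1; over all levels these shares were 44% and 10%. At 6 hpf the shares over all levels were 40% and 16%, and at 4 hpf 50% and 8%. False calls over all levels and above 7 made up 7.69% and 5.92% at 9 hpf and 3.88% and 7.26% at 6 hpf. At 4 hpf they made up 4% and 2.42%. The noise was drawn separately for each array, so the simulation lacks the differences that arrays share in the data. These shares therefore need not hold for the comparisons themselves, least of all at 9 hpf.

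Alternatives tried were quantile normalization, a common median, the transformation log2(value + 32), a filter that left out the dim 40% of probe sets, no intensity trend, the replicate number as a block, all 14 arrays or only the 4 arrays compared, the mean of all probe sets of a gene, the mean of the 3 untreated stages as the baseline for ZF4, and leaving out each array in turn. The models with crossed pairs of arrays were chosen after seeing the data.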

Results

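Expression was measured on 14 arrays, with 2 for each of 7 groups: untreated embryos of 4, 6 and 9 hpf (hours post fertilization), embryos treated with retinoic acid (RA) at the same stages, and ZF4 cells, a zebrafish fibroblastic line. Array medians lay between 6.109 and 6.305 on the log2 scale. Replicates of a group correlated at 0.929 to 0.952 across probe sets. At each stage some arrays were nearer to an array of the other treatment than to their own replicate: RA 9 hpf array 2 with untreated 9 hpf array 1 (0.9585, the highest of all, against 0.9297), RA 4 hpf array 1 with untreated 4 hpf array 1 (0.9548 against 0.9463) and untreated 6 hpf array 2 with RA 6 hpf array 1 (0.9437 against 0.9365) are examples. No pair among the 91 pairs of arrays held identical values. The comparisons address which hox genes come on during early development, which of them RA induces at each stage, and how an embryo differs from a cell line.

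Between 4 and 6 hpf untreated embryos gained transcripts of the germ layers and lost transcripts supplied by the mother. The tailbud regulator cdx4 rose at least 55.9-fold, the presomitic mesoderm factor msgn1 at least 48.8-fold and the periderm keratin krt17 at least 46.7-fold. Other large increases were those of b3gnt5a (at least 33.7-fold), lcp1 (at least 43.8-fold), pla2g12b (at least 8.98-fold) and afp4, which rose by 7.60 ± 1.90 (SE) with 1 of 2 arrays of 4 hpf above background. The oocyte gene btg4 fell by 6.41 ± 0.57 (SE) on the log2 scale, to above background on 1 of 2 arrays of 6 hpf, and hsd3b7 was at least 12.8-fold lower. limma called 6209 of 15502 probe sets, 2967 higher and 3242 lower, and the lists followed the stage. Of 26 mesoderm and tailbud genes 14 rose and 1 fell, and the set ranked above all other genes (adjusted p = 1.05e-05, adjusted p = 0.0459 with an estimated correlation). Of 12 endoderm genes 8 rose, among them sox32 (5.23 ± 0.42) and gata6 (4.48 ± 0.96); each stood above background on 1 of 2 arrays of 4 hpf. The set test gave an adjusted p of 0.000801, and adjusted p = 0.138 with an estimated correlation. The Nodal and organizer list had 17 of 22 genes higher (adjusted p = 8.76e-06, adjusted p = 0.25 with an estimated correlation). The enveloping layer list had 12 of 16 higher and 1 lower (adjusted p = 5.72e-06, adjusted p = 0.239 with an estimated correlation), and anxa1b and evpla rose at least 19.5-fold and 15.1-fold. Among 29 maternal and oocyte genes 22 fell and 3 rose, including buc, needed for germ plasm assembly, which fell by 5.08 ± 0.54 (SE), and slbp2, which fell by 4.58 ± 0.52 (adjusted p = 8.58e-06, adjusted p = 0.239 with an estimated correlation). Fgf and Wnt target genes rose in 15 of 19 cases, sp5l at least 74.7-fold (adjusted p = 6.08e-06, adjusted p = 0.11 with an estimated correlation). Ribosomal protein genes rose in 57 of 60 cases and fell in 1, rplp2 by 2.55 ± 0.15 (adjusted p = 1.15e-27, adjusted p = 0.118 with an estimated correlation). A common median moved the median change of all probe sets from 0.05 to 0.20 and turned the counts to 3296 higher and 2868 lower, so small changes in this comparison are relative to the scaling.

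Among hox genes there was little sign of activation by 6 hpf. Of the 42 measured, 2 rose and 3 fell between 4 and 6 hpf, and 4 of these 5 lay at or below background in both groups. The exception, hoxc11a, was at least 1.91-fold lower at 6 hpf; adjusted over the list alone, 0 rose and 1 fell. The mean change of the list was -0.07 while the set test pointed up (adjusted p = 0.554). Only hoxc11a at 4 hpf, and hoxc12b at 6 hpf, stood above background on both untreated arrays. In the study's list of genes expressed at 9 hpf 1 of 6 was higher, hoxb1a, whose values lay at or below background at both stages.

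Between 6 and 9 hpf 9 of 42 hox genes rose and 0 fell. The posterior gene hoxc8a, at 9.91 on average at 9 hpf, rose at least 24.3-fold, hoxb3a at least 8.2-fold, hoxc6a at least 3.95-fold, hoxb9a at least 3.07-fold, hoxb1a at least 2.51-fold, hoxc6b at least 2.36-fold and hoxb5a at least 1.73-fold. The other 2, hoxc5a and hoxb6b, lay near background at 9 hpf. Adjusted over the list alone 15 rose. Tag control medians were 1.83 and 1.94 on the 6 hpf arrays and 3.27 and 3.91 on the 9 hpf arrays. That count and the set test do not remove this shift. The list ranked above other genes (adjusted p = 1.9e-05, adjusted p = 0.166 with an estimated correlation). Genes of Hox partners rose too: meis3 at least 27.5-fold, meis2b at least 17.8-fold and meis1b at least 13.8-fold, within a list of hindbrain factors in which 6 of 26 rose and 1 fell (adjusted p = 0.00229, adjusted p = 0.166 with an estimated correlation). Forebrain and eye genes rose as well, 9 of 31, including fezf2 (at least 7.51-fold), rx3 (at least 12-fold) and six7 (3.60 ± 0.40, adjusted p = 0.000847 for the set, adjusted p = 0.166 with an estimated correlation). Neural differentiation genes rose in 6 of 22 cases and fell in 1, the proneural gene neurog1 at least 4.71-fold (adjusted p = 0.00324, adjusted p = 0.166 with an estimated correlation). The muscle determinants myod1 and myf5 rose at least 2.09-fold and 10.2-fold. The retinoic acid receptor gene rarga rose at least 10.7-fold and the RA-degrading enzyme gene cyp26a1 by 1.23 ± 0.26. Maternal transcripts fell further in 14 of 29 cases, ccna1 by 3.78 ± 0.30 and cth1, above background on 1 of 2 arrays of 9 hpf, by 4.33 ± 0.60. In that list 0 rose (adjusted p = 9.85e-11, adjusted p = 0.166 with an estimated correlation). limma called 1567 probe sets, 677 higher and 890 lower, and 953 and 917 with log2(value + 32). Fewer were called when an array was left out: 712 without untreated 9 hpf replicate 1, 903 without replicate 2, 813 without untreated 6 hpf replicate 1 and 574 without replicate 2.

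Over the whole interval from 4 to 9 hpf, 15 of 42 hox genes rose and 1, hoxc11a, fell; adjusted over the list alone these counts were 13 and 1. After hoxc8a (at least 24.3-fold) the highest bounds were those of hoxb3a (at least 8.2-fold), hoxc6a (at least 3.95-fold), hoxb9a (at least 3.07-fold), hoxb1a (at least 2.51-fold), hoxb10a (at least 2.42-fold) and hoxa9a (at least 2.39-fold). At 9 hpf 12 hox genes stood above background on both untreated arrays, against 1 at 4 hpf and 1 at 6 hpf. Among the 12 were 4 of the 6 genes that the study lists as expressed at 9 hpf. Also among them were hoxa9a, hoxb5a, hoxb9a, hoxc6a, hoxc6b and hoxc12b, which the study lists as not expressed then. The study required a gene to be expressed on both its Agilent and its Affymetrix arrays. It used mas5 present calls on the Affymetrix arrays and signal above an earlier baseline stage on the Agilent ones, so its criterion differs from the background level used here. In untreated embryos hoxc12b lay just above that level, at 5.416 and 5.346 at 9 hpf, and was at 5.544 and 5.643 at 6 hpf. In the study's list of genes expressed at 9 hpf, hoxb1a, hoxb5b, hoxb6b, hoxc8a and hoxc9a rose, 5 of 6. That list was chosen in part on these samples, so the count is not independent evidence. The hox list ranked above other genes (adjusted p = 0.00178, adjusted p = 0.202 with an estimated correlation). The 16 calls fell to 10 without untreated 9 hpf replicate 1.

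Other groups moved with the hox genes over the same interval. serpinh1b, a collagen chaperone gene, rose at least 62.8-fold, and among RA genes crabp2b rose by 6.73 ± 1.06, with 1 of 2 arrays of 4 hpf above background, and the RA-synthesising enzyme gene aldh1a2 at least 33.9-fold. Of 21 genes of retinoic acid metabolism and receptors 8 rose and 4 fell. The ventral and epidermal list had 21 of 27 genes higher and 1 lower (adjusted p = 2.25e-07, adjusted p = 0.0989 with an estimated correlation), and the mesoderm list 19 of 26 higher and 2 lower (adjusted p = 1.86e-06, adjusted p = 0.0286 with an estimated correlation). All 9 germ cell genes fell (adjusted p = 7.99e-05, adjusted p = 0.104 with an estimated correlation), as did 25 of 29 maternal genes, such as mos (at least 23.3-fold lower), cldnd (-7.33 ± 0.40, with 1 of 2 arrays of 9 hpf above background) and nanog (-4.88 ± 0.24). limma called 7138 probe sets, 3377 higher and 3761 lower. A common median moved the median change of all probe sets from 0.06 to 0.19 and turned the counts to 3689 higher and 3405 lower.

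At 4 hpf 2 genes rose with RA in the main model, which takes the arrays as unpaired. The Wnt target sp5l rose at least 11.2-fold, and cyp26a1, which degrades RA, rose by 1.95 ± 0.26 (SE), from 9.29 to 11.24; both were higher on each of 2 treated arrays. The hox gene hoxb5b was at 7.20 in treated and 0.87 in untreated embryos (adjusted p = 0.0509), with 5.62 and 8.79 on treated arrays 1 and 2. Of 42 hox genes 0 were called by limma over all probe sets, and 5 had an unadjusted p under 0.05. Adjusted over the list alone, only hoxb5b rose. The 2 above background on both treated arrays were hoxb5b and hoxc11a, and hoxc11a was at 6.05 there and 6.23 in untreated embryos. In the study's list of RA-induced genes the median of treated array 2 minus 1 was 2.4, so their treated means join unlike arrays. The study's list of RA-induced genes ranked above other genes (adjusted p = 0.00846, adjusted p = 0.54 with an estimated correlation), and since it was chosen in part on these samples this is not independent evidence. In all 14 probe sets were called, 2 higher and 12 lower, and the 12 lower ones, among them evpla, sox2, msx3 and slc38a4, lay at or below background on all 4 arrays, so no fold is given for them. The list of enveloping layer genes ranked lower in treated embryos (1 of 16 called lower, adjusted p = 2.69e-05, adjusted p = 0.477 with an estimated correlation), and its keratin krt4, named after its values were seen, was at 5.56 and 10.20 on the untreated arrays and at 4.66 and 8.91 on the treated ones. Mesoderm and tailbud genes ranked lower with 0 of 26 called (adjusted p = 0.00968, adjusted p = 0.145 with an estimated correlation), as did neural differentiation genes with 0 of 22 (adjusted p = 0.012, adjusted p = 0.477 with an estimated correlation) and fibroblast genes with 0 of 43 (adjusted p = 0.00634, adjusted p = 0.145 with an estimated correlation). In all 846 probe sets had an unadjusted p under 0.05, against 775 expected by chance. Quantile normalization gave 3 higher and 2 lower and a common median 5 higher and 15 lower. A model with pairs of arrays at 4 hpf and crossed pairs at 9 hpf gave 14 higher and 235 lower. The labels give no pairs, and this model was chosen after seeing the data. The count was 36 without RA 4 hpf replicate 1, 114 without RA 4 hpf replicate 2, 38 without untreated 4 hpf replicate 1 and 0 without untreated 4 hpf replicate 2. sp5l and cyp26a1 lost the threshold without untreated 4 hpf replicate 2 (adjusted p = 0.109 and 0.148), and cyp26a1 without untreated 4 hpf replicate 1 (adjusted p = 0.0655).

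At 6 hpf RA switched on a set of hox genes. hoxb5b was at 11.13 in treated and 2.70 in untreated embryos, at least 57-fold higher, and hoxa4a at 10.28 against 1.89, at least 31.6-fold higher. hoxb3a (at least 30.9-fold), hoxb5a (at least 17.9-fold), hoxa3a (at least 16.9-fold), hoxb1a (at least 10.2-fold), hoxb6b (at least 5.3-fold) and hoxc5a (at least 3.03-fold) rose too. Of 42 hox genes 8 rose and 0 fell, all 8 on both treated arrays, and 15 rose and 1 fell adjusted over the list alone (set test adjusted p = 6.56e-09, adjusted p = 0.0931 with an estimated correlation). On both RA arrays 15 hox genes stood above background, against 1 on both untreated arrays. Tag control medians were 3.56 and 3.40 on the RA arrays and 1.83 and 1.94 on the untreated ones. The counts over the list alone and the set tests do not remove this shift. In the study's list of 9 RA-induced hox genes, 6 rose over all probe sets and 9 adjusted over the list alone; the list was chosen in part on these samples and is not independent evidence (adjusted p = 9.36e-24, adjusted p = 0.03 with an estimated correlation). The other 3 were at 8.83 against 2.37 (hoxa5a, adjusted p = 0.0993), 7.42 against 0.82 (hoxc1a, adjusted p = 0.113) and 6.08 against 2.86 (hoxc4a, adjusted p = 0.356). Of 23 measured hox genes in the study's group of genes that RA does not induce, 0 were called by limma over all probe sets, while 3 were higher and 1 lower adjusted over the list alone and 5 had an unadjusted p under 0.05 (set test adjusted p = 0.323). In that group hoxb4a, named after its values were seen, was at 7.105 with RA and 3.906 in untreated embryos. In the study's list of genes expressed at 9 hpf, 3 of 6 rose (set test adjusted p = 5.3e-05, adjusted p = 0.0828 with an estimated correlation). These 3, hoxb1a, hoxb5b and hoxb6b, also stand in the study's RA-induced list, so this is not a separate result. The others, hoxb7a, hoxc8a and hoxc9a, lay at or below background in both groups. Without an array the number of hox genes called fell from 8 to 0 without RA 6 hpf replicate 1, 0 without RA 6 hpf replicate 2, 3 without untreated 6 hpf replicate 1 and 3 without untreated 6 hpf replicate 2.

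**Figure D1:**
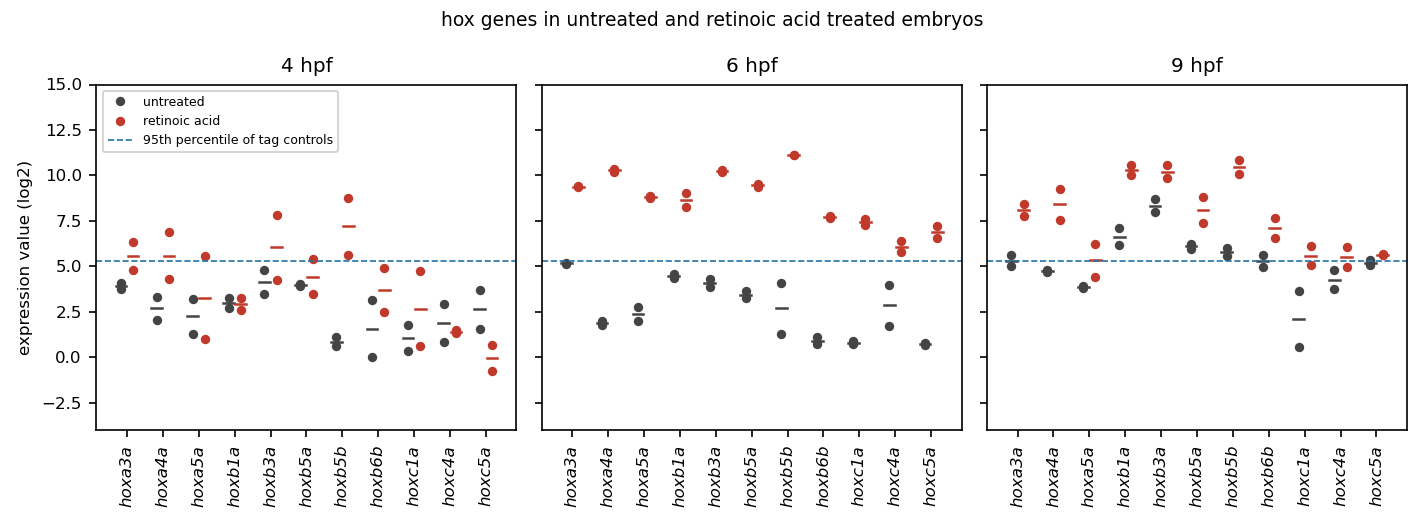
Expression values (log2, vertical axis) of 11 hox genes (horizontal axis) at 4, 6 and 9 hpf, with a point per array, a bar at the mean of 2 arrays, untreated in grey and retinoic acid in red; the dashed line is the background level of 5.302. At 6 hpf every treated value lies above the line and every untreated value below it, and at 9 hpf untreated hoxb3a, hoxb1a, hoxb5a and hoxb5b lie above it on both arrays.

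The response at 6 hpf extended beyond the hox clusters. cyp26a1 rose by 1.84 ± 0.26 (SE), to 12.11, and nrip1b, a corepressor of nuclear receptors, by 1.90 ± 0.25, while aldh1a2, which makes RA, fell by 2.77 ± 0.34; of 21 genes of retinoic acid metabolism and receptors 2 rose and 1 fell, and 6 rose and 1 fell adjusted over the list alone (adjusted p = 0.000426, adjusted p = 0.0931 with an estimated correlation). The Hox cofactor genes meis2b and meis3 rose at least 12.8-fold and 6.62-fold, the orphan receptor gene nr2f5 rose at least 11-fold, and irx7 fell by 1.58 ± 0.21; in their list 4 of 26 rose and 1 fell (adjusted p = 0.023, adjusted p = 0.413 with an estimated correlation). Of 31 forebrain and eye genes rx3 (at least 7.24-fold) and zic1 (3.34 ± 0.29) rose and 0 fell, 3 rose and 4 fell adjusted over the list alone, and the list's mean of 0.02 had the opposite sign to its median of -0.12 and to the set test (adjusted p = 0.491). insm1b, a zinc finger gene of neural and endocrine cells, rose by 5.36 ± 0.53 with 1 of 2 untreated arrays above background. oc90 rose at least 18-fold and foxg1b at least 3.22-fold; ppp1r13ba was called higher with both groups at or below background. The lowest adjusted p of the comparison was that of her3, a neural plate repressor of the Hairy/E(spl) family, which fell from 9.48 ± 0.40 (SD, n = 2) to 0.67 ± 0.44 (SD, n = 2), at least 18.1-fold lower (adjusted p = 7.12e-06). serpinh1b fell by 2.17 ± 0.35 and cdc42ep4a by 1.49 ± 0.25. Mesoderm and tailbud genes ranked lower with 0 of 26 called (adjusted p = 0.0418, adjusted p = 0.157 with an estimated correlation). Maternal and oocyte genes ranked higher in treated embryos with 0 of 29 called (adjusted p = 0.00172, adjusted p = 0.495 with an estimated correlation), and ribosomal protein genes ranked lower with 0 of 60 called and a mean of -0.09 (adjusted p = 2.6e-05, adjusted p = 0.509 with an estimated correlation). In all limma called 44 probe sets, 39 higher and 5 lower, and 1164 had an unadjusted p under 0.05 where 775 are expected by chance. The model with pairs at 4 hpf and crossed pairs at 9 hpf called 120, 85 higher and 35 lower. It holds no pairs at 6 hpf, so its changes there equal those of the main model. Only its estimate of the spread of each probe set differs from that behind the 44 calls. The count was 3 without RA 6 hpf replicate 1 and 1 without RA 6 hpf replicate 2, all lower. It was 19 without untreated 6 hpf replicate 1 and 17 without untreated 6 hpf replicate 2.

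At 9 hpf 0 probe sets passed the threshold in limma with the arrays unpaired. With crossed pairs at 9 hpf alone 0 were called as well. The model with pairs at 4 hpf and crossed pairs at 9 hpf called 9, 6 higher and 3 lower. Those pairs were chosen after seeing the data and are not in the labels. hoxb1a was at 10.32 against 6.63 (3.70 ± 0.48, adjusted p = 0.17), hoxb5b at 10.47 against 5.80 (4.66 ± 1.00, adjusted p = 0.617), hoxa4a at 8.41 against 4.76 (adjusted p = 0.617) and hoxa3a at 8.13 against 5.32 (adjusted p = 0.281), each higher on both treated arrays than on both untreated ones. Adjusted over the list alone 6 of 42 hox genes rose and 0 fell, with hoxb2a beside these 4 and hoxb6a, which lay at or below background on all 4 arrays. Unadjusted, 10 had a p under 0.05, and by value 34 of 42 were higher. The hox list ranked above other genes (adjusted p = 1.2e-10, adjusted p = 0.0838 with an estimated correlation), as did the study's RA-induced genes (adjusted p = 6.28e-14, adjusted p = 0.0576 with an estimated correlation), 5 of 9 of which rose adjusted over the list alone; that list was chosen in part on these samples. The study's genes expressed at 9 hpf (adjusted p = 7.89e-06, adjusted p = 0.0576 with an estimated correlation) and those not induced (adjusted p = 0.0155, adjusted p = 0.267 with an estimated correlation) ranked higher too. The genes hoxb1a, hoxb5b and hoxb6b stand in the lists of RA-induced genes and of genes expressed at 9 hpf alike. hoxc8a, already at 9.91 in untreated embryos, was at 9.78 with RA. Among RA genes nrip1b (1.63 ± 0.25, adjusted p = 0.17) and cyp26b1 (at least 3.21 on the log2 scale, adjusted p = 0.617), named with six7 and fezf2 after their values were seen, rose adjusted over the list alone (set test adjusted p = 0.00434, adjusted p = 0.145 with an estimated correlation). Forebrain and eye genes ranked lower, with six7 (-2.57 ± 0.40, adjusted p = 0.17) and fezf2 (-2.39 ± 0.61, adjusted p = 0.896), the 2 of 31 that fell adjusted over the list alone (adjusted p = 5.24e-05, adjusted p = 0.148 with an estimated correlation). Hindbrain factors ranked higher with 0 of 26 called (adjusted p = 0.0107, adjusted p = 0.267 with an estimated correlation), and the organizer and Nodal list ranked lower with 0 of 22 called (adjusted p = 0.032, adjusted p = 0.898 with an estimated correlation). Across probe sets 424 had an unadjusted p under 0.05, fewer than the 775 expected by chance, and the lowest adjusted p was 0.17.

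**Figure D2:**
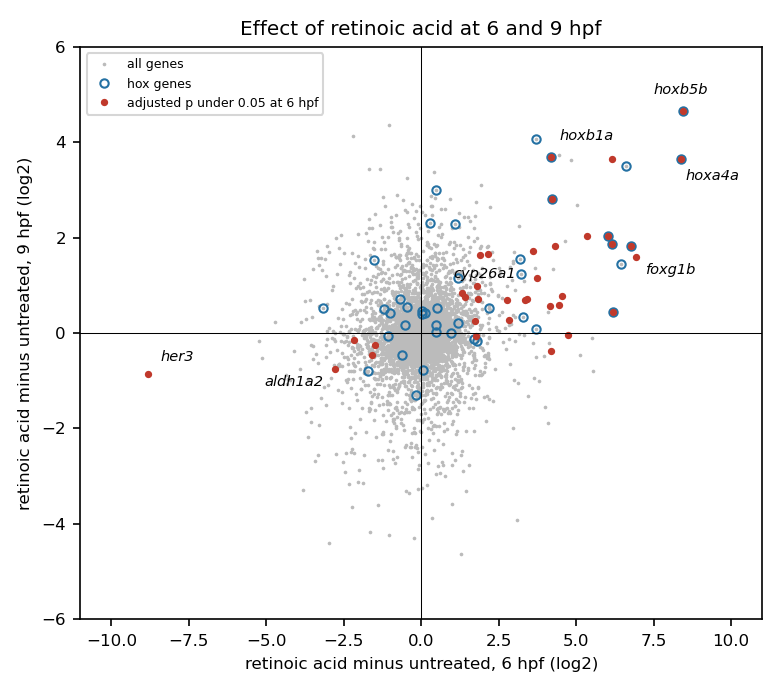
Change with retinoic acid (log2) at 6 hpf (horizontal axis) and at 9 hpf (vertical axis), a point per gene, with hox genes ringed and genes that passed the threshold at 6 hpf in red. Most red points lie in the upper right, and her3 lies at -8.82 and -0.85. The changes are those of the model. For her3 at 6 hpf the RA values lie under background, and the bound is -4.18.

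The 9 hpf arrays also differed within each group in genes of the yolk syncytial layer, the extraembryonic tissue that feeds the embryo from the yolk. The apolipoprotein gene apobb.1 was at 11.63 on untreated array 1 and 6.29 on untreated array 2, and at 4.68 on RA array 1 and 11.03 on RA array 2; apoa1a, tfa and fabp1b.1 did likewise. Over the list the median of untreated array 1 minus 2 was 3.67 and that of RA array 2 minus 1 was 2.91, and 13 of 17 genes were higher on the same pair of arrays. The group means of the list differed little in the comparison of RA with untreated embryos (mean -0.39, adjusted p = 0.655, 0 of 17 called), and apoeb and apoc1 were above 12 on all 4 arrays. Enveloping layer genes, with medians of 0.50 and 0.62, went the same way in 15 of 16 cases.

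**Figure D3:**
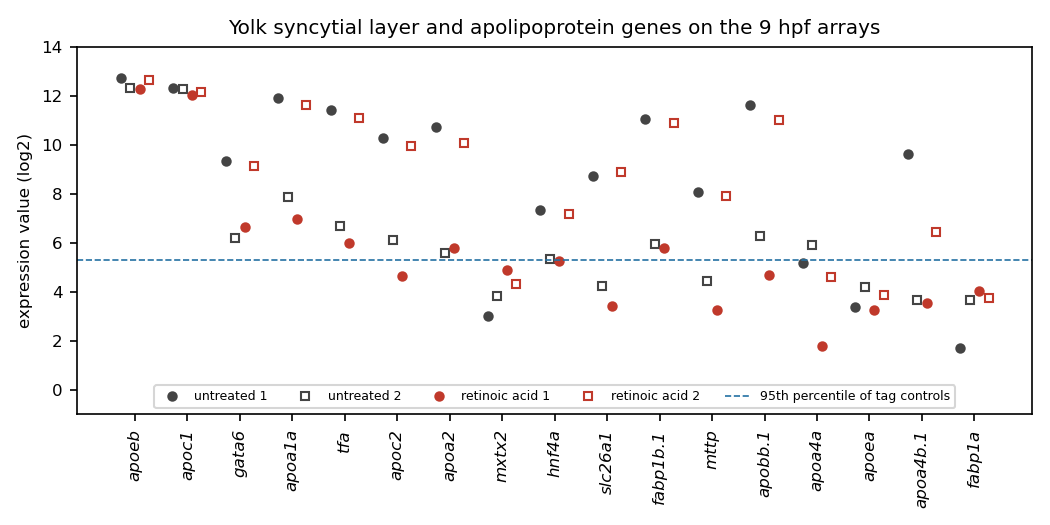
Expression values (log2, vertical axis) of the 17 measured genes of the yolk syncytial layer list (horizontal axis) on the 4 arrays at 9 hpf, untreated in grey and retinoic acid in red, array 1 as filled circles and array 2 as open squares; the dashed line is the background level. apobb.1 is at 11.63 and 11.03 on untreated array 1 and RA array 2 and at 6.29 and 4.68 on the others.

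The RA effects at 6 and 9 hpf, which share no array, correlated at 0.159 (Pearson) and 0.114 (Spearman) across 8793 genes, and genes are not independent replicates. The Pearson value was 0.352 with log2(value + 32), 0.333 without the dim 40 percent of probe sets and 0.0942 without RA 9 hpf replicate 1. Among 4518 genes with a mean above 7 the values were 0.292 and 0.144. Of the 39 probe sets that rose at 6 hpf, 36 were higher at 9 hpf and 22 at 4 hpf. Their median change was 1.14 at 9 hpf against 4.21 at 6 hpf. Of the 5 that fell, 5 were lower at 9 hpf and 4 at 4 hpf. These 44 probe sets were chosen for their change at 6 hpf, and 25 had a single group at or below background there. The 2 medians therefore do not measure how much the effect fell. Whether the effect differed between stages was tested directly, and limma called her3 alone: its RA effect was -7.13 ± 0.55 (SE) at 6 hpf relative to 4 hpf (adjusted p = 0.00177) and 7.97 ± 0.55 at 9 hpf relative to 6 hpf (adjusted p = 0.000601). her3 was at 5.88 untreated and 4.19 with RA at 4 hpf, and at 9.37 and 8.52 at 9 hpf. The treated values at 4 and 6 hpf lay at or below background, so the direction of the difference between these stages is not assured. The count for 6 against 4 hpf was 27 without RA 4 hpf replicate 2, 6 without untreated 4 hpf replicate 1, 3 without untreated 4 hpf replicate 2 and 3 without RA 4 hpf replicate 1. Of 42 hox genes limma called 0 in either test, with 15 and 10 at an unadjusted p under 0.05. As a set the study's RA-induced genes had a larger effect at 6 than at 4 hpf (adjusted p = 9.25e-15, adjusted p = 0.1 with an estimated correlation) and a smaller effect at 9 than at 6 hpf (adjusted p = 4.52e-11, adjusted p = 0.196 with an estimated correlation). That list was chosen for induction at 6 hpf, in part on these samples, so neither test is independent evidence.

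**Figure D4:**
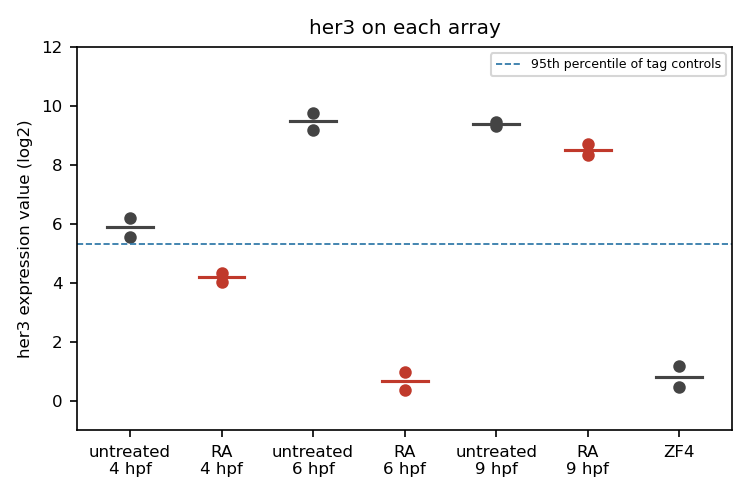
Expression value of her3 (log2, vertical axis) on each array by group (horizontal axis), with a bar at the mean of 2 arrays, retinoic acid in red; the dashed line is the background level of 5.302. The RA 6 hpf mean is 0.67 against 9.48 in untreated embryos of that stage.

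ZF4 cells were compared with untreated embryos at 9 hpf. The collagen gene col1a2 was at least 80.8-fold higher, loxl2b at least 44.5-fold, timp2a at least 35.3-fold and col6a3 at least 15.7-fold, and of 43 fibroblast and extracellular matrix genes 27 were higher and 4 lower (adjusted p = 9.95e-06, adjusted p = 0.0171 with an estimated correlation). mhc1ufa, a class I histocompatibility gene, and clu were at least 87.4-fold and 102-fold higher, tuba8l3 at least 67.9-fold and pdgfrl at least 36.1-fold. The immediate early gene junba, above background on 1 of 2 embryo arrays, rose by 5.58 ± 1.37, and 17 of 26 stress, p53 and immediate early genes were higher and 4 lower (adjusted p = 0.0028, adjusted p = 0.12 with an estimated correlation). In the other direction sp5l was at least 78.2-fold lower, cyp26a1 at least 73.5-fold, shisa2a at least 51.9-fold, sox19a at least 50.8-fold and her3 at least 16.8-fold. Of 19 early zygotic and pluripotency genes 16 were lower, pou5f3 at least 68.4-fold (adjusted p = 5.15e-09, adjusted p = 0.0985 with an estimated correlation), and of 26 mesoderm genes 20 were lower and 1 higher (adjusted p = 7.17e-06, adjusted p = 0.0171 with an estimated correlation). Cell cycle genes were lower in 18 of 28 cases and higher in 1, including cdc6 (-4.13 ± 0.17) and ccnb2 (-3.54 ± 0.19, adjusted p = 9.95e-06, adjusted p = 0.144 with an estimated correlation). limma called 7036 probe sets, 3348 higher and 3688 lower, and 3785 and 3712 with log2(value + 32). Of 14 blood and endothelial genes 2 were lower and 0 higher, with a mean of -1.17 and a median of 0.15 of opposite sign (adjusted p = 0.642). Of 60 ribosomal protein genes 41 were higher and 0 lower (adjusted p = 1.61e-08, adjusted p = 0.166 with an estimated correlation).

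Hox genes differed in both directions between the cell line and embryos at 9 hpf. hoxb6a was at least 64.1-fold higher in ZF4, hoxb4a at least 17-fold, hoxa4a at least 8.15-fold, hoxb2a at least 2.3-fold and hoxa1a at least 1.83-fold, and hoxb5a and hoxa3a, the latter above background on 1 of 2 embryo arrays, rose by 5.50 ± 0.57 and 2.64 ± 0.46. hoxc8a was at least 24.3-fold lower, hoxc6a at least 3.95-fold, hoxb9a at least 3.07-fold, hoxb1a at least 2.51-fold, hoxb10a at least 2.42-fold and hoxc6b at least 2.36-fold. Of 42 hox genes 8 were higher and 7 lower, and 7 and 7 adjusted over the list alone, with hoxc11a and hoxa13b at or below background in both groups; the list as a whole did not rank apart (adjusted p = 0.842). Against the mean of the 3 untreated stages hoxc8a was at 0.54 (adjusted p = 0.662). Its values in ZF4 and in untreated embryos of 4 and 6 hpf lay under background, so the size and sign of 0.54 are not assured. The lower value of hoxc8a in ZF4 is shown against 9 hpf embryos. On both ZF4 arrays 9 hox genes stood above background, of which hoxb3a, hoxb5a and hoxc9a did so on both untreated 9 hpf arrays too.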

Values the study reported

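The study identified 9 hox genes whose expression RA treatment induced. It treated embryos with 100 nM RA from the 2 cell stage.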

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

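The test of her3 was planned and no explanation was tested for it. A single gene was picked out by the tests of whether the RA effect differs between stages. her3 had an RA effect that was lower at 6 hpf than at 4 hpf (-7.13 ± 0.55, adjusted p = 0.00177) and higher at 9 hpf than at 6 hpf (7.97 ± 0.55, adjusted p = 0.000601). The difference rests on the RA 6 hpf arrays, at 0.36 and 0.98, while the untreated arrays of that stage were at 9.77 and 9.20 and the RA 9 hpf arrays at 8.34 and 8.71. Both RA 6 hpf values lie under the background level of 5.302, so the size of both differences is uncertain. With these values raised to that level the RA effect at 6 hpf is -4.18 against -0.85 at 9 hpf, which keeps the direction. The RA 4 hpf values, at 4.34 and 4.03, lie under it too, so the direction of the difference between 4 and 6 hpf is not assured. A further her3 probe set was dim in every group, with means of 4.54 and 2.75 in untreated and RA embryos at 6 hpf.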

How the results depend on the processing

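Of 188 checks of counts and of the correlation, 135 stayed within their limits and 53 moved; of 4596 checks of named genes 4160 held, 435 lost the threshold and 1 reversed; of 1153 checks of lists 1061 held and 92 lost it. In comparisons of 2 groups, leaving out an array could not reverse a named gene, since the groups of every called probe set did not overlap. Settings such as no intensity trend or only the 4 arrays compared left the changes themselves as they were. The low count of reversals is thus in part fixed by the choice of genes and settings. All checks of lists kept the preset correlation between genes. With an estimated correlation far fewer lists ranked apart: 0 in place of 5 for RA at 4 hpf, 1 in place of 8 at 6 hpf and 0 in place of 8 at 9 hpf. For 9 against 4 hpf it was 1 in place of 18. Checks of named genes held less often for RA at 4 and 6 hpf than for the stages or ZF4. The models with pairs at 4 hpf and crossed pairs at 9 hpf were chosen after seeing the data. Signal near background limits hox genes and small changes, and with an array left out the lone array is assumed to vary like the other groups. The labels do not say that replicate numbers pair samples. Beyond a lower number of arrays or probe sets, the cause was not tested.

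RA against untreated at 4 hpf, with 14 calls, gave 5 with quantile normalization, 0 with log2(value + 32), 7 without the dim 40 percent, 47 without an intensity trend, 26 with all 14 arrays and 0 with only the 4 arrays. At 6 hpf 44 calls became 93 with log2(value + 32) and 74 with only the 4 arrays. At 9 hpf 0 became 4 with log2(value + 32), with 1 hox gene, and without the dim 40 percent 4 lists ranked apart in place of 8. Hox calls from 4 to 9 hpf fell from 16 to 6 without the dim 40 percent, which left 6 hox genes to test, all called. For the RA effect at 6 against 4 hpf, 1 call became 3 with quantile normalization, 9 with log2(value + 32), 2 without the dim 40 percent, 12 without an intensity trend and 18 with all 14 arrays; at 9 against 6 hpf it became 4 with log2(value + 32) and 2 without an intensity trend. The correlation of 0.159 became 0.352 with log2(value + 32) and 0.333 without the dim 40 percent. More probe sets were higher than lower, against the main result, with a common median for 6 against 4 hpf and 9 against 4 hpf, and with log2(value + 32) for 9 against 6 hpf and ZF4. hoxc8a in ZF4 reversed to 0.54 against the mean of the 3 untreated stages. Its values in ZF4 and in untreated embryos of 4 and 6 hpf lay under background, so this reversal is not assured.

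With the replicate number as a block the counts were 8 at 4 hpf, 33 at 6 hpf and 1 at 9 hpf, where 1 hox gene was called. Over the 6270 probe sets with a mean above 7, differences between replicates correlated between untreated and treated embryos at 0.721 at 4 hpf, 0.034 at 6 hpf and -0.779 at 9 hpf, and over all 15502 at 0.272, -0.0234 and -0.382. Crossed pairs gave 15, 44 and 0 calls, and both kinds of pairs 249, 120 and 9.

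Leaving out each array gave 0 to 114 calls for RA at 4 hpf, 1 to 19 at 6 hpf with 0 to 3 hox genes, and 0 to 0 at 9 hpf with 7 to 9 lists. The stages gave 4362 to 5655 for 6 against 4 hpf, 574 to 903 for 9 against 6 hpf, and 5768 to 6513 for 9 against 4 hpf with 10 to 15 hox genes. ZF4 gave 5641 to 6015, the RA effect 1 to 27 and 1 to 1, and the correlation 0.0942 to 0.163.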

Other observations

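The tests below were chosen after the result was seen, except those of yolk syncytial layer RNA, of scaling at 4 hpf and of the RA response at 4 hpf; the limits of the background test were set with its value known.

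At 9 hpf the arrays of each group differed in opposite order of their numbers. Beside the apolipoproteins, nipsnap1 was at 10.20 and 4.83 in untreated and at 5.01 and 9.91 in treated embryos. In the yolk syncytial layer list apoeb was at 12.72, 12.33, 12.27 and 12.64 and apoc1 at 12.31, 12.29, 12.06 and 12.18. Developmental age is argued against by a correlation of 0.0169 across all 8793 genes. It was not computed for genes with a mean above 7 alone, as it was at 4 hpf. An array with the other treatment's label is argued against by treated arrays that stood 1.56 above the untreated ones in the probe sets that RA raised at 6 hpf. Replicate numbers exchanged within a group would leave that value unchanged, so it cannot decide on them. A different amount of yolk syncytial layer RNA is a candidate explanation: the list's median lay at percentile 100 of 10000 random lists in both groups, as did that of the enveloping layer list, with medians of 0.50 and 0.62, so the percentile is not particular to it; 4 of its 17 genes stand in another list, and what would change the amount was not tested.

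At 4 hpf replicate 2 lay nearer to 6 hpf than replicate 1 in both groups. The homeobox gene ved was 6.33 higher in untreated and 5.09 higher in treated embryos, and krt4 4.64 and 4.25 higher, while the maternal list had medians of -0.27 and -0.31. The treated difference correlated with the untreated change from 4 to 6 hpf at 0.485 across genes with a mean above 7. Across all 8793 genes the value was 0.271. The untreated difference correlated with the treated change at 0.602 and 0.315. Replicate 2 may thus have been older, though the values were lower over all genes. Scaling is argued against by a correlation of 0.442 for the treated difference after quantile normalization, across genes with a mean above 7. RNA degradation is argued against in untreated embryos, whose 3' minus 5' difference of -0.344 lay between -0.576 and 0.426, the range of the 5 groups other than those of 4 hpf, and stays open in treated embryos, at 0.781.

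The 14 calls of the unpaired model at 4 hpf were mostly lower with RA. All 12 lower calls lay at or below the background level on all 4 arrays, where 36.6% of probe sets did, so signal at background may account for them. Younger treated embryos cannot be told apart from other causes, since the mean correlation of -0.309 comes from 0.0185 and -0.636 with different untreated arrays. An RA response stays open too: 59.1% of the 44 probe sets called at 6 hpf changed in the same direction at 4 hpf (26 of 44, 95% exact interval 43.2 to 73.7). Of these 44, 39 rose at 6 hpf, so the share cannot decide whether the 12 lower calls at 4 hpf are a response to RA. The interval takes the probe sets as independent, which they are not on the same arrays. It does not measure the spread between samples.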
